A study of Caulobacter vibrioides with 12 samples. Its data were reported in "Prophage-like gene transfer agents promote Caulobacter crescentus survival and DNA repair during stationary phase" (2022).

How the data were processed

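The series holds 12 libraries of chromatin immunoprecipitation followed by sequencing from *Caulobacter crescentus* NA1000, in 6 groups of 2 biological replicates. Per the labels, the authors grew the cells at 28 °C, fixed them with 1% formaldehyde for 30 min, and precipitated RogA or GafY with an antiserum or GafZ with an anti-FLAG antibody. The sample characteristics give stationary phase for all samples, whereas the protocols and the article give exponential phase for the RogA samples. This was not resolved. The RogA differences are taken between RogA libraries only, although the fit takes the spread from all 12 libraries. Origin ratios, peak widths and summits of RogA are set beside those of the other libraries without a test. The authors mapped the reads with Bowtie 1, counted the coverage at each base with bedtools (no release numbers given) and deposited this signal as unscaled read coverage per base. No input library, peak list or threshold was analysed here.

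Each deposited coverage track splits without remainder into reads that span 101 bases, which gave the read number of every library, 4511735 to 8754524. The article states reads of 50 bp, and the difference is not resolved here. The mean coverage per base was 113 to 219 reads, and 41278 bases (1.02%) were at 0 in all libraries. Coverage was divided by the total of its library and scaled to RPKM. No library input or spike-in sets an absolute scale, so all differences are relative to the rest of the chromosome.

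For the test, mean RPKM was taken in 100 bp bins, and the 40016 of 40430 bins with a mean of at least 25 RPKM were kept (414 left out). Limma 3.58.1 in R 4.3.3 was fitted to log2 of RPKM plus 10 with a mean for each of the 6 groups over all 12 libraries (6 residual degrees of freedom, 22.2 prior degrees of freedom), empirical Bayes moderation with a variance trend and two-sided tests. P values were adjusted by the Benjamini-Hochberg method within each comparison. A bin was called at an adjusted p under 0.05 and a log2 difference of at least 1 in either direction. Called bins up to 200 bp apart were merged, and regions with at least 2 called bins were counted. Bins in the *rogA* reading frame and 500 bp around it were kept apart, since the frame is deleted in the controls. Summits were taken per replicate from coverage smoothed over 51 bp.

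The annotation held positions and names of 4097 genes but neither strand nor sequence. Both ends of each gene were tested, therefore, in windows of 300 bp outside and 100 bp inside the gene. A gene was marked when either end passed, and 8142 of 8194 windows passed the filter. Testing both ends rather than promoters was chosen after the files were seen. Gene bodies (4043 tested) were fitted in the same way. The 8 gene lists were the GTA cluster, the *gafYZ* operon, other targets named by the study, DNA damage response, DNA uptake and recombination, cell cycle regulators, highly transcribed genes, and flagellum and chemotaxis. Of the symbols wanted, 17 had no match in the annotation and were left out. Lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, and with fry. End windows of neighbouring genes can overlap, so for clustered genes the preset correlation counts shared bases more than once. Rank correlations along the GTA cluster were tested with 100000 permutations. Broad coverage was compared in 50 kb bins without called regions, and the origin was placed at the first base of the sequence.

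The lists, tests, thresholds and the rule for names were fixed before the data were examined. For each comparison the rule names up to 12 regions with the largest log2 differences, up to 5 lower regions, all members of the first 3 lists, and the 2 members with the largest differences in each other list. Not every member of the first 3 lists is named in the text below.

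The procedure was tested on simulated data with known changes. In each comparison 100 regions were simulated and 100 were called, 100% of the changed bins were recovered at log2 differences of 1.5, 2, 3 and 4, and 0% of 39816 unchanged bins were called. The simulated noise was independent between bins and had the same spread in every group. The spread of the real replicates differed between groups, so these rates do not carry over to the data. Replicate numbers do not establish pairs, so no pairing was used. The alternatives were other pseudocounts, bin sizes, filters, thresholds, gaps, windows and scaling, only the 4 libraries of a comparison, each replicate left out in turn, and a replicate block. After the data were seen, a fit without the variance trend, voom weights on the recovered reads, and a crossed block for GafZ were added. With no sequence at hand, a correction for GC content, that correction combined with the block, and a search for the RogA inverted repeat were not run. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R the package data.table (1.17.8), were used for tables and figures.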

Results

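Chromatin immunoprecipitation followed by sequencing was used to map where 3 proteins of *Caulobacter crescentus* sat on the chromosome. RogA is a LexA-like repressor, and GafY and GafZ are the activators of a gene transfer agent (GTA), a phage-like particle that packages host DNA. The 12 libraries fell into 6 groups of 2 biological replicates. RogA was precipitated with an antiserum from wild-type cells and, as the control, from Δ*rogA* cells. GafY was precipitated with an antiserum from Δ*rogA* cells and, as the control, from a Δ*rogA* Δ*gafY* double mutant. GafZ was precipitated with an anti-FLAG antibody from Δ*rogA* cells that carried FLAG-GafZ and, as the control, from Δ*rogA* cells with untagged GafZ. The libraries held between 4511735 and 8754524 reads, as recovered from the coverage, which gave a mean coverage of 113 to 219 reads per base over the 4042929 bases of the NA1000 chromosome. Values are in RPKM, read coverage scaled to length and to the total of the library, and the genome mean is 247 RPKM in every library. Each difference is given as a log2 difference of RPKM plus 10, with its standard error (SE), and n is 2 per group throughout. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p below 0.333, so differences were tested with limma, which takes the spread from all 12 libraries.

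The genotypes were checked first. The *rogA* reading frame (CCNA_00080) was read at 236 ± 8.36 RPKM (SD, n = 2) in wild type between positions 84217 and 84399. This interval was chosen as the longest run of bases at 0 in all 10 libraries labelled Δ*rogA*, so their 0 was fixed by the choice. The check was that such a run, 183 bp long, lay in the frame and was read in wild type. In the first 60 bp of *gafY* (CCNA_01111), the lowest value was 43.9 and 26.0 RPKM in the 2 double-mutant libraries, against 189 to 6402 RPKM in the other 10. In the first 60 bp of *gafZ* (CCNA_01112), the lowest value was 10.95 and 13.2 RPKM in the FLAG-GafZ libraries, against 202 to 511 RPKM in the other 10. No library went against its label. Replicate pairs had a Pearson r of 0.782 to 0.920 over 100 bp bins on the log2 scale. Replicates differed by more than read sampling alone in each group, with a chi-square per degree of freedom from 1.146 in the double mutant to 4.001 in the RogA precipitation from Δ*rogA* cells.

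The first comparison asked which sites RogA occupied, by setting the RogA precipitation from wild type against that from Δ*rogA* cells. RogA signal stood far above the control at 2 loci. The strongest lay in front of the *gafYZ* operon, between CCNA_01110 and *gafY*, with summits at positions 1216927 and 1216928 in the replicates and heights of 24005 and 22079 RPKM. The other lay between CCNA_02002 and *dnaE* (CCNA_02003), which encodes the catalytic subunit of DNA polymerase III, with summits at 2148901 and 2148903 and heights of 13214 and 11331 RPKM. In the control the same bases were read at 200 and 175 RPKM. The peaks were narrow, 206 and 230 bp wide at mid-height at *gafYZ* and 180 and 199 bp at CCNA_02002.

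**Figure D1:**
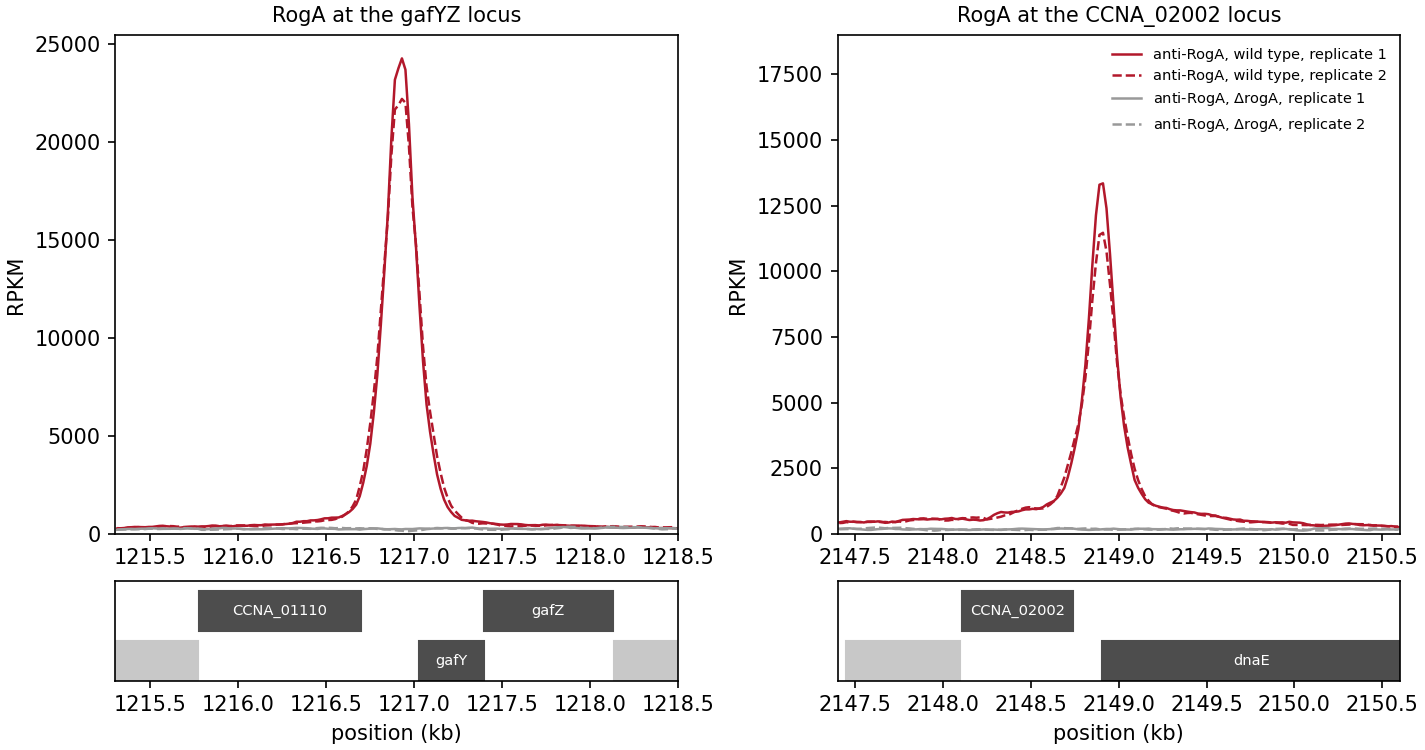
RPKM in 20 bp steps along the chromosome (position in kb) at the loci of *gafYZ* (left) and CCNA_02002 (right), with a line per library for the RogA precipitation from wild type and from Δ*rogA* cells and annotated genes drawn below. Both wild-type replicates peak in the intergenic space, and both Δ*rogA* replicates show no such peak, at 142 to 364 RPKM in the left panel and 124 to 242 RPKM in the right.

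At *gafYZ* the region covered positions 1216301 to 1217500, and its strongest called bin differed by 6.07 on the log2 scale (SE 1.39, adjusted p = 0.0072). The bin at the summit, from 1216901, differed by 6.69 but missed the threshold (SE 2.39, adjusted p = 0.087). With limma's trend of variance with mean signal left out, a choice made after seeing the data, the SE of these bins was 0.10 and 0.16 and the adjusted p 9.3e-21 and 1.9e-18. At CCNA_02002 the region covered 2147201 to 2150100, and its strongest bin differed by 5.71 (SE 0.13, adjusted p = 5.5e-23). The low-coordinate end windows of *gafY* and *gafZ* both rose, at 13326 ± 12.3 and 1298 ± 158 RPKM (SD, n = 2) against 239 ± 27.6 and 274 ± 16.9 RPKM in the control. The end window of CCNA_02002 rose as well, at 6424 ± 337 RPKM against 187 ± 6.05 RPKM. Both regions overlapped a called region under each of the 20 alternative settings tried, although the strongest bin at *gafYZ* itself was no longer called with 200 bp bins, without the low-value filter, with only its 4 libraries or with a replicate block.

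Limma called 36 regions higher and 0 lower in wild type. No bin was lower by a log2 difference of 1 at an unadjusted p under 0.05, 5381 bins were lower by any amount at that p, and voom weights also gave 0 lower regions. The other 34 regions were far weaker, with log2 differences of 1.07 to 2.002. The largest of these lay near CCNA_03980 and CCNA_02830 (2.002), *cdzI* and *cdzD* of the contact-dependent bacteriocin system (1.91), CCNA_00425 (1.82) and CCNA_00168 and CCNA_00169 (1.69). Between 1.47 and 1.59 followed the regions near CCNA_02816 and CCNA_02817, CCNA_02178 and CCNA_02179, CCNA_01943 and CCNA_01944, CCNA_02901 and CCNA_02902, *flaF* and the flagellin gene *fljL*, and CCNA_00465. In these 34 regions the first Δ*rogA* library read a median of 1.80 times the second, and it was the higher one in 32. Their count rests on that pair: 113 regions were called without the first Δ*rogA* library and 10 without the second. With a minimum log2 difference of 2, 2 regions remained.

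Beyond these loci, the lists fixed before the data were examined held few changes. Limma marked an end window higher for 23 of 4091 genes and lower for 0, with 766 genes lower by any amount at an unadjusted p under 0.05 and 0 by a log2 difference of 1. The count of 23 was 71 without the first Δ*rogA* library and 10 without the second, and that of 0 was 1 without the second wild-type library. The *gafYZ* operon rose in 2 of 2 members and the other targets named by the study in 1 of 3, with the same counts adjusted over the list alone. Both operon windows lay in the same RogA region, from 1216301 to 1217500, so the 2 members count a single site. The study named the GTA cluster, *gafYZ*, CCNA_01082 and CCNA_02456 from transcript data, but CCNA_02002 from the RogA libraries used here, so its rise is not independent evidence. No member was marked among the 21 GTA cluster genes, 11 DNA damage genes, 8 DNA uptake and recombination genes, 19 cell cycle regulators, 86 highly transcribed genes and 41 flagellar and chemotaxis genes, and none adjusted over the list alone. At an unadjusted p under 0.05 and any size, 9, 5, 3, 12, 67 and 11 of them were higher and 5, 6, 3, 1, 1 and 17 lower. The GTA cluster, highly transcribed and flagellar lists did not stay free of marked members in every fit with a library left out. The members with the largest differences were *sidA* (0.56) and *recA* (0.46) among DNA damage genes, *recJ* (0.54) and *recF* (0.24) among recombination genes, and *gcrA* (0.69) and *popZ* (0.55) among cell cycle regulators. In the GTA cluster they were CCNA_02879 (0.85) and CCNA_02878 (0.75). Those of the last 2 lists were CCNA_R0089 (0.98) and CCNA_R0065 (0.84), which are RNA genes, and *cheY* (0.88) and *fliF* (0.50). At the targets named by the study, CCNA_02456 differed by 0.41 and CCNA_01082 by 0.19. Limma's camera test with a preset correlation placed the *gafYZ* operon (adjusted p = 0.00025), the other targets (0.00033), the highly transcribed genes (1.6e-10) and the cell cycle regulators (0.011) above other windows and the flagellar genes (0.0067) below them, the last with a median of −0.02 and a mean of 0.005. With an estimated correlation the adjusted p was 0.053, 0.10, 0.43, 0.46 and 0.12, so none of these calls held. Limma's fry test, which asks whether a list moved one way on balance, gave adjusted p = 3.4e-08 for the *gafYZ* operon, 4.4e-07 for the other targets, 0.024 for the highly transcribed genes and 0.036 for the cell cycle regulators. Fry tests against no change, and the median over all windows was itself 0.04, against 0.20 and 0.14 in the last 2 lists. The highly transcribed list was set up as genes that can give nonspecific signal, so its p does not show RogA binding.

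The second comparison asked which sites GafY occupied, by setting the GafY precipitation from Δ*rogA* cells against that from the double mutant. GafY signal lay at many loci across the chromosome, and the 12 largest peaks were sharp, 119 to 354 bp wide at mid-height. The largest difference was beside CCNA_01333, at 8172 ± 98.0 RPKM (SD, n = 2) against 248 ± 13.4 RPKM in the control. Beside CCNA_01082, predicted per the article to encode a homeodomain-related protein, the signal was 3935 ± 299 against 172 ± 4.43 RPKM. Beside the tail fibre homologue CCNA_02456 it was 4711 ± 450 against 208 ± 6.76 RPKM. GafY was also high in front of its own operon *gafYZ*, with summits of 7914 and 6986 RPKM, and at CCNA_02880, at the high-coordinate end of the GTA cluster, where the article places its start, at 1966 ± 149 against 200 ± 11.98 RPKM.

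**Figure D2:**
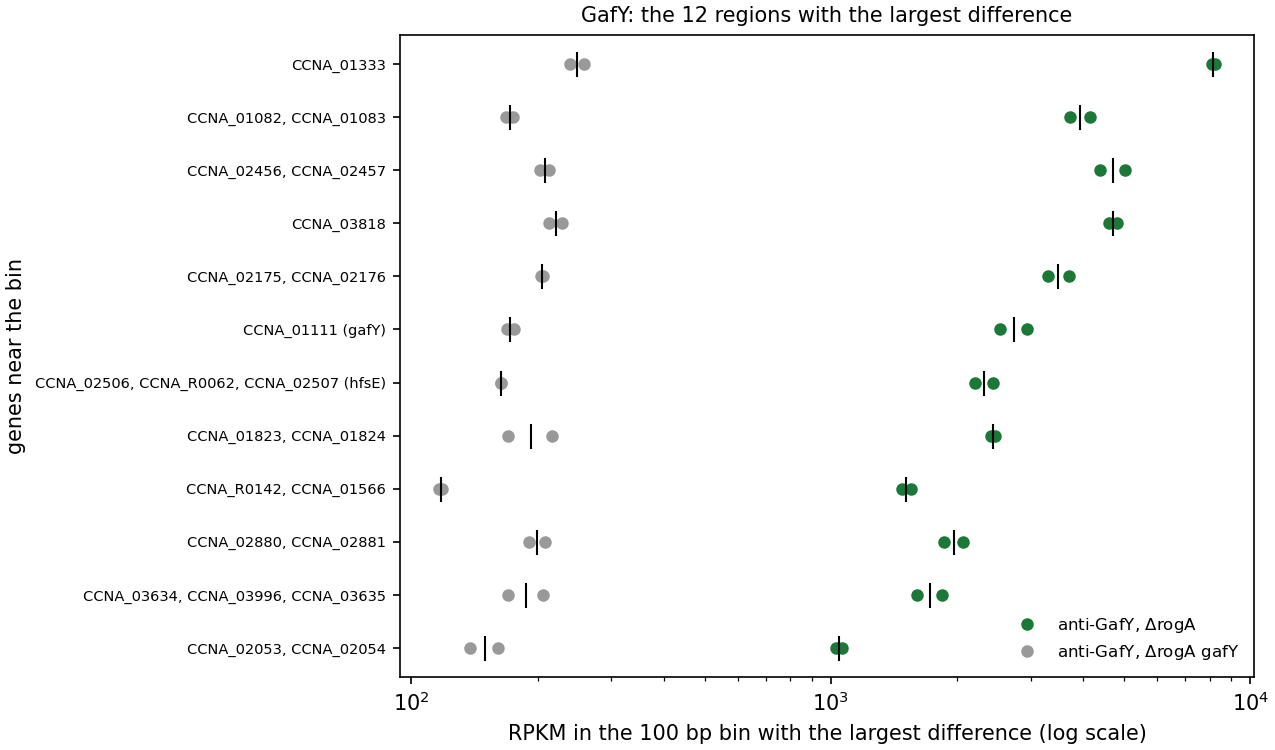
RPKM (log scale) in the 100 bp bin with the largest difference, for the 12 GafY regions with the largest differences, named by the genes near the bin; each dot is a library and each bar a group mean. Both replicates of the GafY precipitation from Δ*rogA* cells lie above both double-mutant replicates at each of the 12, from 1046 to 8172 RPKM on average.

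The log2 differences of the largest regions were 4.99 at CCNA_01333 (1446101 to 1446600, SE 0.14, adjusted p = 3.6e-21), 4.44 between CCNA_01082 and CCNA_01083 (1186501 to 1186900, SE 0.12, adjusted p = 3.6e-21) and 4.43 at CCNA_02456 and CCNA_02457 (2598201 to 2598700, SE 0.15, adjusted p = 3.1e-19). Next came CCNA_03818 (4.35), CCNA_02175 with CCNA_02176 (4.02), *gafYZ* (3.91), the tRNA gene CCNA_R0062 with the holdfast synthesis gene *hfsE* (3.74), CCNA_01823 with CCNA_01824 (3.60) and CCNA_R0142 with CCNA_01566 (3.58). The last of the 12 were CCNA_02880 with CCNA_02881 (3.24), CCNA_03634 with CCNA_03635 (3.13) and CCNA_02053 with CCNA_02054 (2.73). Summits of the 12 differed between replicates by a median of 3.5 bp and at most 14 bp, and 8 of the 12 lay between genes. At *gafYZ* the summits lay at 1216936 and 1216931, and the mean RogA summit was 6 bp away. There the call came from the bins on either side of the summit, with 2.63 (SE 0.41, adjusted p = 4.5e-05) in the bin from 1216701 and 3.91 (SE 0.67, adjusted p = 0.00018) in the bin from 1217001. The latter holds the start of *gafY*, where the double mutant loses reads at its altered bases, so its control of 172 RPKM is lowered and its difference raised, whereas the bin from 1216701 lies outside the gene, with a control of 257 RPKM. The summit bins themselves differed by 4.22 and 4.36 with adjusted p = 0.071 and 0.34, and with 7.7e-18 and 9.4e-15 without the variance trend.

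Limma called 39 regions higher and 6 lower, and 20 of the 39 reached a log2 difference of 2. The 5 largest falls lay between *phoR* and *pstC*, genes of the phosphate starvation response (−1.52), at the toxin gene *brnT* (−1.33), at CCNA_01405 and CCNA_01406 (−1.33), in the catalase-peroxidase gene *katG* (−1.30) and at CCNA_02999 (−1.23). At *phoR* and *pstC* the GafY precipitation read 701 ± 54.8 RPKM, against 2035 ± 250 RPKM with the same antiserum in the double mutant. The 12 largest regions were found in 17 of 20 alternative settings. The *gafYZ* region was the exception: the call at its bin was lost with 200 bp bins, without the first double-mutant library and without the second.

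At gene ends, limma marked 59 of 4091 genes higher and 9 lower. CCNA_01082 (3.25, SE 0.11, adjusted p = 1.4e-11) and CCNA_02456 (3.76, SE 0.10, adjusted p = 8.0e-13) rose among the 3 other targets named by the study, while CCNA_02002 differed by −0.14 (adjusted p = 0.31). CCNA_02880 rose among 21 GTA cluster genes (1.69). The window in front of *gafY*, which also holds the altered bases of the double mutant, differed by 3.88 and missed the threshold over all genes (adjusted p = 0.057), so 0 of 2 operon members were marked, and 1 was adjusted over the list alone. Without the variance trend its adjusted p was 1.1e-12. Among 86 highly transcribed genes 5 rose, namely the ribosomal protein gene *rplQ* (1.147), the tRNA genes CCNA_R0062 (2.67) and CCNA_R0082 (1.63), and the rRNA genes CCNA_R0083 (1.57) and CCNA_R0084 (1.42). These are 3 sites: the windows of CCNA_R0082, CCNA_R0083 and CCNA_R0084 all lay on the edge of the GafY region from 3790301 to 3792600, which peaked inside CCNA_03637, and that of *rplQ* on the flank of the CCNA_01333 peak. The counts for the GTA cluster, the other targets and the highly transcribed genes were the same adjusted over the list alone.

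No member was marked by limma among 11 DNA damage, 8 uptake and recombination, 19 cell cycle, and 41 flagellar and chemotaxis genes, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 2, 0, 5 and 0 were higher and 4, 2, 9 and 17 lower. Their largest differences were *recA* (0.45) and *mmcB* (−0.41), *recJ* (−0.24) and *recF* (0.18), *gyrB* (0.68) and *ctrA* (−0.57), and *flhB* (−0.58) and *cheE* (−0.58). Camera with a preset correlation placed the GTA cluster (adjusted p = 1.2e-28), the other targets (2.8e-07) and the *gafYZ* operon (0.024) above other windows. Windows of the cluster overlap, so its preset p counts shared bases more than once. With an estimated correlation the adjusted p was 0.038 for the GTA cluster, 0.038 for the other targets and 0.10 for the operon. Fry gave adjusted p = 0.00034 for the cluster, 1.4e-06 for the operon and for the other targets, and 0.0022 for the flagellar genes, downward. Fry tests against no change, and the flagellar median was −0.08 against −0.05 over all windows, with camera adjusted p = 0.12 and 0.32 for the preset and the estimated correlation.

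The third comparison asked where GafZ sat, by setting the anti-FLAG precipitation with FLAG-GafZ against that with untagged GafZ. GafZ signal was found at a single broad region, at the high-coordinate end of the GTA cluster. It covered positions 3025501 to 3028500 and peaked inside CCNA_02880, at 2082 ± 332 RPKM (SD, n = 2) against 454 ± 105 RPKM in the untagged control. It was 936 and 1000 bp wide at mid-height in the replicates, wider than the 2 largest RogA peaks and the 12 largest GafY peaks. A weaker GafY region inside the same gene was about as wide, at 1017 and 991 bp. In the window in front of *gafY*, where RogA and GafY were both high, the FLAG precipitations differed by −0.08.

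**Figure D3:**
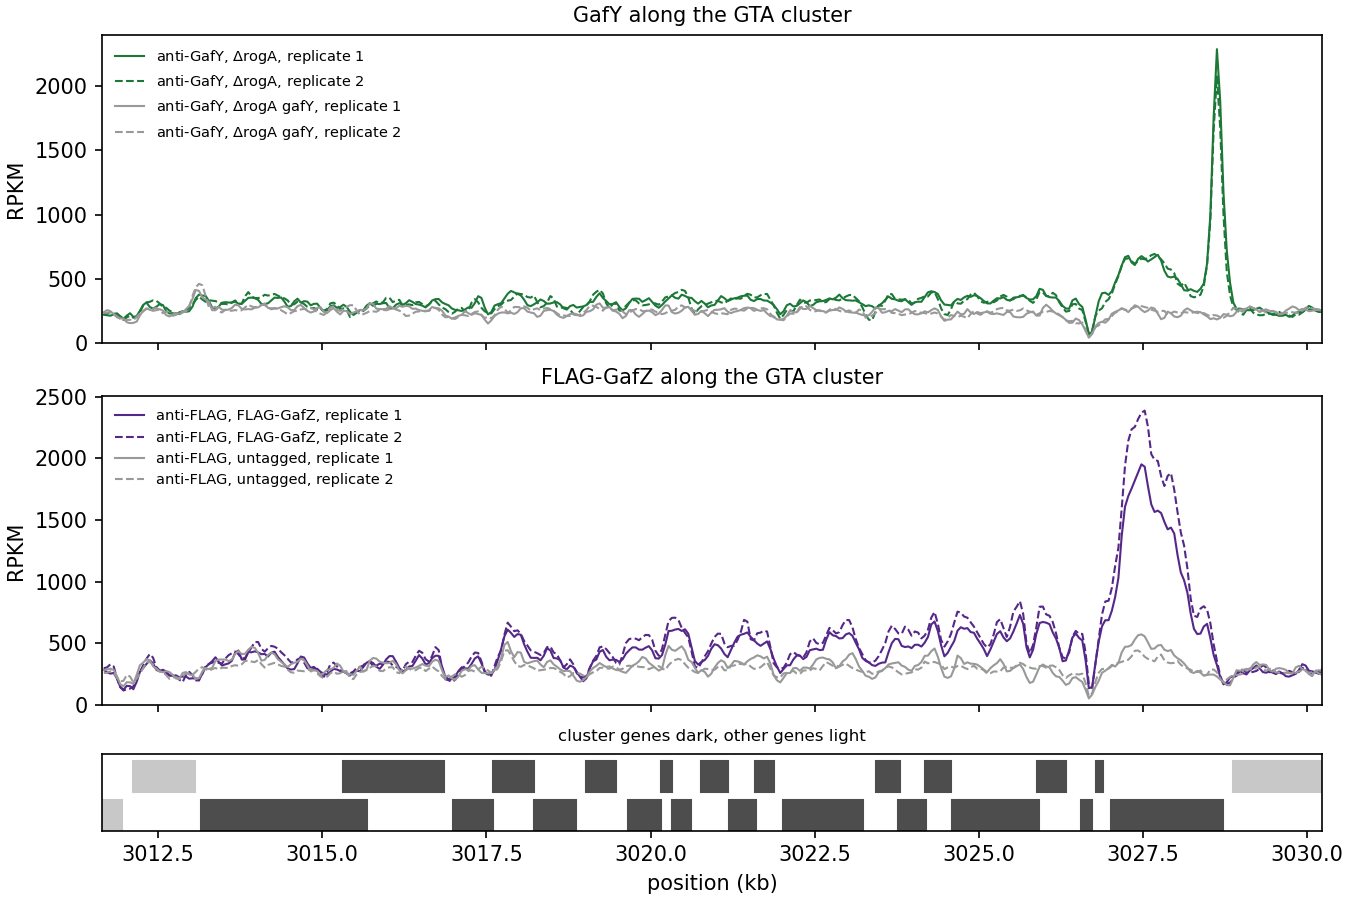
RPKM in 50 bp steps across the GTA cluster (position in kb) for GafY (top) and FLAG-GafZ (middle), with a line per library and the annotated genes below. GafY shows a sharp peak of 2286 and 2075 RPKM near the high-coordinate end of CCNA_02880, on the side of the neighbouring gene CCNA_02881, whereas FLAG-GafZ shows a broad rise inside the same gene that reaches 1952 and 2388 RPKM.

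Limma called 1 region higher and 0 lower, with a log2 difference of 2.18 at its strongest bin (SE 0.25, adjusted p = 3.2e-06). No bin was lower by a log2 difference of 1 at an unadjusted p under 0.05, 1787 were lower by any amount at that p, and voom weights gave 0 lower regions as well. The count was 4 without the first untagged library, and 3 without the first FLAG-GafZ library. With only the 4 FLAG libraries in the fit the count was 2, but the strongest bin was itself no longer called.

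Over whole genes, 4 of the 21 GTA cluster genes rose with FLAG-GafZ. These were CCNA_02880 (1.85, SE 0.18, adjusted p = 0.00096), CCNA_02878 (1.26, SE 0.13), CCNA_02879 (1.22, SE 0.21) and CCNA_02876 (1.07, SE 0.07). Beyond the size threshold, 17 of 21 had an adjusted p under 0.05, and all 21 had values above 0, from 0.14 at CCNA_02861 to 1.85 at CCNA_02880. For GafY, 1 of 21 rose, CCNA_02880 (1.48, SE 0.18, adjusted p = 0.00034), 20 had an adjusted p under 0.05, and all 21 had values above 0. Farther from CCNA_02880, the untagged FLAG control, also from Δ*rogA* cells, often read about as high. At CCNA_02872 and CCNA_02869 it read 311 and 387 RPKM, against 322 and 375 for GafY and 250 and 266 in the double mutant. Small rises there cannot be assigned to GafY binding. At CCNA_02880 and CCNA_02876 GafY was higher, at 691 and 355 against 356 and 278 RPKM. Adjusted over the list alone, the counts past both thresholds were again 4 and 1. The difference declined with distance from the CCNA_02880 end of the cluster, with a Spearman rho across genes of −0.96 for GafZ and −0.86 for GafY. Each permutation p was 1e-05, the smallest that 100000 permutations can give, genes are not independent replicates, and the end to measure from was chosen after the values were seen. Outside the cluster, limma called 0 of 4021 gene bodies with FLAG-GafZ, 161 were higher at an unadjusted p under 0.05, and the highest value was 0.43 at CCNA_03637. The GafZ count of 4 became 2 without the first untagged library, 2 without the second FLAG-GafZ library and 1 with the 4 FLAG libraries alone. The GafY count of 1 became 2 without the second GafY library.

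At gene ends, 5 genes rose with FLAG-GafZ out of 4091 and 0 fell, with 641 genes lower by any amount at an unadjusted p under 0.05 and 0 by a log2 difference of 1. All 5 belonged to the GTA cluster, with their windows in the single GafZ region: CCNA_02879 (1.495), CCNA_02880 (1.35), CCNA_02878 (1.24), CCNA_02876 (1.13) and CCNA_02877 (1.12), and the same number passed adjusted over the list alone. In the other 7 lists limma marked 0 members, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 0 of 2 *gafYZ* genes, 0 of 3 other targets, 1 of 11 DNA damage genes, 1 of 8 uptake and recombination genes, 0 of 19 cell cycle regulators, 2 of 86 highly transcribed genes and 0 of 41 flagellar genes were higher, and 0, 1, 2, 2, 5, 23 and 10 lower. Their largest differences were −0.15 at CCNA_01112 and −0.13 at CCNA_01111, −0.20 at CCNA_02456, −0.12 at CCNA_01082, −0.22 at *recA* and −0.21 at *sidA*, −0.23 at *recJ* and −0.14 at *xerD*, −0.31 at *sciP* and −0.24 at *ftsZ*, 0.51 at CCNA_R0082 and −0.43 at CCNA_R0087, and −0.32 at *cheY* and at *flgE*. The windows of CCNA_01112 and CCNA_01111 hold the start of *gafZ*, where the FLAG-GafZ libraries lose reads, so both values are lowered. There the bin from 1217301 differed by −0.64 (limma adjusted p = 0.00031). Camera with a preset correlation placed the GTA cluster above other windows (adjusted p = 4.8e-112) and the highly transcribed genes (0.0023) and cell cycle regulators (0.046) below them. Here too the overlap of the cluster windows makes its preset p too small. With an estimated correlation the adjusted p was 0.0021 for the GTA cluster, 0.67 for the highly transcribed genes and 0.65 for the cell cycle regulators. Fry gave adjusted p = 0.00026 for the cluster and, downward, 0.019 for the flagellar genes, whose median was −0.06 against −0.04 over all windows, with camera adjusted p = 0.19 and 0.55.

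The profiles of GafY and GafZ were then compared with each other at the strongest bin of each of their 40 regions. Of these, 39 were GafY regions taken at their strongest GafY bin, a choice that favours GafY, and the GafY difference was the larger at 38. At the summit of GafY next to CCNA_02880 and CCNA_02881, GafY differed by 3.24 and GafZ by 0.30, and the difference between the 2 was 2.93 (SE 0.17, adjusted p = 3.8e-16). Inside CCNA_02880, at the strongest GafZ bin, a choice that favours GafZ, the values were 2.18 for GafZ and 1.28 for GafY, a difference of −0.90 (SE 0.36, adjusted p = 0.018). A second GafY region inside CCNA_02880, from 3027101 to 3028100, was not told apart at its strongest GafY bin, at 1.51 for GafY and 1.95 for GafZ (adjusted p = 0.12). The controls were not alike there. Over the whole gene the untagged FLAG control read 356 RPKM and the double mutant 241 RPKM, against 691 RPKM for GafY. The GafY difference was thus taken from a lower baseline than the GafZ difference, and its size inside the gene cannot all be assigned to GafY binding. When each library was left out in turn, the number of regions with GafZ above GafY ranged from 0 to 2, and 2 different antibodies were used, so the sizes are not occupancies on a common scale.

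Broad coverage along the chromosome was compared outside the called regions. In the GafY comparison, coverage near the replication origin, where the sequence numbering starts and ends, was higher in Δ*rogA* cells than in the double mutant, by up to 0.31 on the log2 scale in the 50 kb bin that starts at 4000001. It was lowest, at −0.20, in the bin that starts at 1100001. The ratio of mean coverage within 200 kb of the origin to that within 200 kb of the opposite point was 1.28 ± 0.00339 (SD, n = 2) in the GafY precipitation from Δ*rogA* cells and 1.06 ± 0.00454 in the double mutant. It was 1.25 ± 0.00885 with untagged GafZ, 1.28 ± 0.00523 with FLAG-GafZ, 1.03 ± 0.0144 in the RogA precipitation from wild type and 1.07 ± 0.00887 in that from Δ*rogA* cells. Limma called 18 of 81 bins higher and 42 lower for GafY, 13 and 36 for RogA, and 7 and 16 for GafZ, with no minimum size. For GafZ the total of 23 became 8 without the first untagged library and 3 without the first FLAG-GafZ library. The RogA libraries came from another growth phase than the others, per the protocols, and with 2 libraries per group an exact permutation test of the ratio cannot go below p = 0.333.

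**Figure D4:**
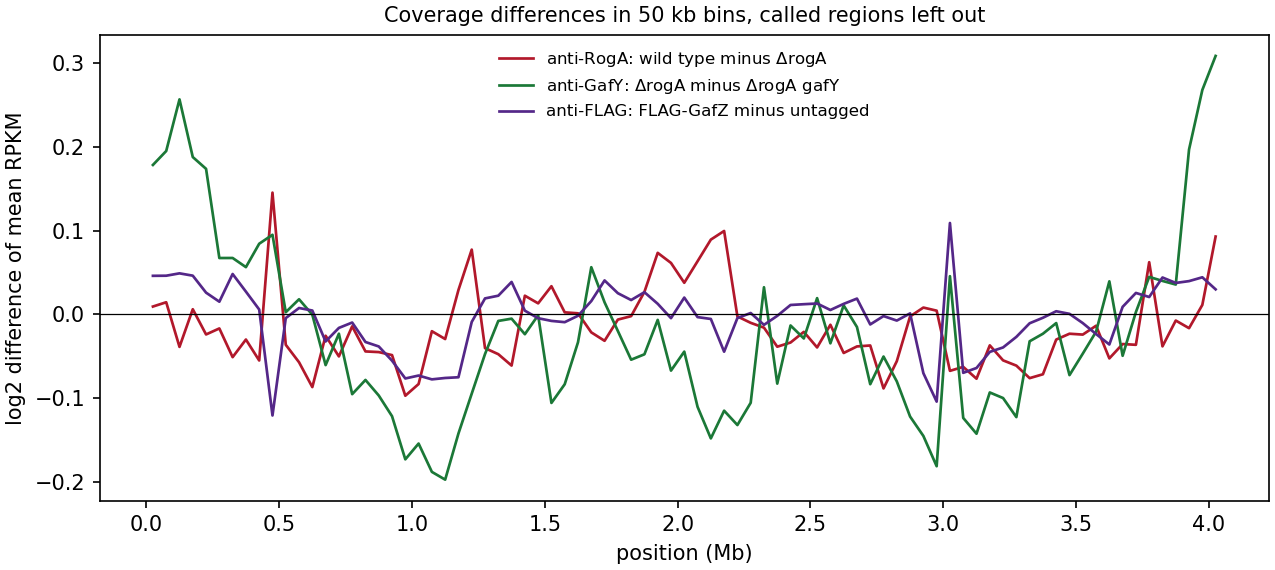
Log2 difference of mean RPKM in 50 kb bins along the chromosome (position in Mb), with called regions left out and a line for each comparison. The GafY line rises at both ends, next to the origin, to 0.31 and falls to −0.20 on the arms, while the RogA and GafZ lines stay between −0.12 and 0.15.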

Values the study reported

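For GafY, the article lists binding in front of the 10 loci whose transcripts rose most when the GTA was switched on, with 1 exception, which was neither *gafYZ* nor the 21-gene cluster. It located GafZ in that cluster alone, most of all in CCNA_02880, and RogA at 2 promoters alone, those of *gafYZ* and CCNA_02002.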

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

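All tests of explanations in this part were chosen only after the results were seen.

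RogA signal was found beside *rogA* itself, in bins that were kept apart from the counts because the reading frame is deleted in the control. In the nearest bin lying more than a read span outside the deleted bases (83901 to 84000), wild type read 637 ± 32.8 RPKM (SD, n = 2) against 255 ± 6.38 RPKM, a log2 difference of 1.29 (SE 0.095, adjusted p = 9.2e-11). Reads lost at the edge of the deletion cannot reach this bin, so the value of 1.29 argues against them as its cause, though the definition of the edge was changed after a first value was seen. Background that differs between the wild-type and the Δ*rogA* precipitations stays open: the difference lay within the range of the weak RogA regions, at −0.71 from the highest, while the close Δ*rogA* libraries (log2 ratio 0.051, lower quartile 0.590 in the weak regions) go against it without excluding a background particular to wild type. The highest bin beside the gene stood 3.48 and 3.65 times above the interior of *rogA* in the wild-type replicates, so binding of RogA next to its own gene may also be the source, a hypothesis found and tested on the same data.

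The anti-GafY antiserum gave signal in cells without GafY. In the double mutant it exceeded the untagged FLAG precipitation in 22 regions, with log2 differences up to 3.03 between *phoR* and *pstC* (SE 0.19, adjusted p = 6.6e-12). These data lie outside the comparisons of the report, and 6 of the 22 regions overlapped the GafY regions that were lower, while 0 overlapped those that were higher. The 2 groups differ in antibody and in the *gafY* genotype, and no explanation was tested.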

How the results depend on the processing

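Alternatives without a variance trend, with voom weights and with a crossed block were chosen after seeing the data. Of the log2 differences of 30 named regions under the alternatives, 575 kept direction and side of the threshold, 24 kept direction only and 0 reversed. Among the 24, the strongest RogA bin at *gafYZ* was no longer called with 200 bp bins, no low-value filter, only its 4 libraries or the replicate block, and the strongest GafZ bin not with only its 4 libraries. Of the counts and other main results, 208 values stayed within their limits and 50 moved. Unless stated, the cause of a move was not tested.

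RogA regions (36) numbered 21 with a pseudocount of 50, 105 with 50 bp bins, 7 with 200 bp bins, 281 and 2 with minimum log2 differences of 0.5 and 2, and 114 with single bins allowed. GafY regions (39) numbered 105 and 17 with minimum differences of 0.5 and 2. Lower GafY regions (6) numbered 11 with 50 bp bins, 2 with 200 bp bins, 98 and 0 with minimum differences of 0.5 and 2, and 15 with single bins. GafZ regions (1) numbered 2 with median-ratio scaling, pseudocounts of 1 and 50, 50 bp bins and only the 4 FLAG libraries, 5 with a minimum of 0.5 and 3 with single bins. Lower GafZ regions (0) numbered 1 with 50 bp bins and 3 with a minimum of 0.5.

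Genes with a marked end numbered 12 for RogA and 5 lower for GafY with a pseudocount of 50, 67 for RogA with the smaller windows and 5 lower for GafY with 500 bp windows. The GTA cluster held 1 GafZ gene with only the 4 FLAG libraries. With 20 kb bins, 108 bins changed for RogA and 139 for GafY, as there were more bins.

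When each replicate was left out in turn, with the lone library assumed to vary like the other groups, RogA regions ranged from 10 to 113 (lower ones 0 to 1), GafZ regions from 1 to 4, marked genes for RogA from 10 to 71 (lower ones 0 to 1), GTA cluster genes from 1 to 2 for GafY and 2 to 4 for GafZ, regions with GafZ above GafY from 0 to 2, and changed broad bins for GafZ from 3 to 16.

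With a replicate block, which assumes a pairing that the labels do not give, RogA had 36 regions, GafY 39 and 6 lower, GafZ 1, and 15 broad bins changed for GafZ. The crossed block gave 1 GafZ region and 22 broad bins. A correction for GC content, alone or with the block, and the inverted repeat search were not run.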

Other observations

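The tests of explanations in this part were all chosen after the results were seen, and so were the genes named here outside the rule. Beyond the 12 largest, GafY regions lay at *ssrA* (1.4997), *spmX* (1.48), the holdfast gene *hfsJ* (1.47) and the DNA translocase gene *ftsK* (1.43). In the same bins GafZ differed by 0.34 at *hfsJ* and 0.36 at *ftsK*, but by −0.04 at *ssrA* and −0.31 at *spmX*. Whether these weaker regions reflect GafY binding was not tested. GafY was also broad from 3790301 to 3792600 (1.94), a region with its summit inside CCNA_03637 that extended past both ends of the gene. It was broad inside CCNA_02052 too (1.57).

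The 34 weak RogA regions, among them those at *cdzI* and CCNA_00425, were weighed next. Scaling by median ratios gave 48 RogA regions. This cannot test a difference in library depth, since RPKM already divides each library by its total. Background that differs between precipitations may account for part of them: the first Δ*rogA* library exceeded the second by a median log2 ratio of 0.84 in these regions, against −0.01 over all bins. Binding of RogA stays open as well. In 18 of the 34 the lower wild-type replicate was at least 2 times the higher control. The regions were picked by a log2 difference of at least 1 in these same libraries, which favours such a result, so this test does not decide. The count was 113 without the first Δ*rogA* library and 10 without the second.

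Coverage near the origin was higher in Δ*rogA* cells than in the double mutant in the GafY precipitations. DNA bound by GafY near the origin is argued against as the cause, because the untagged FLAG libraries, precipitated with another antibody, had ratios of at least 1.24. A single library that stands apart is argued against by a gap of 0.213 between the ranges of the groups. A replication gradient along both arms was not decided, with a Spearman rho of −0.31 over 73 bins beyond 200 kb and a median log2 difference of 0.20 within that distance. The values did not fall steadily along the arms. They were −0.20 and −0.18 in the bins from 1100001 and 2950001, but 0.06 and 0.03 from 1650001 and 2300001, nearer the opposite point. The bin from 2100001, nearer still, was low again at −0.15. The *gafY* genotype stays open as a biological explanation and was not tested. The article saw no band of packaged DNA in Δ*rogA* cells that also lacked *gafY*. With *gafYZ* overexpressed, it found packaged DNA most abundant in the middle of both arms and least near the origin and terminus. The values here ran in the reverse order at the origin and on the arms, but the bin from 2100001 was low as well. Packaged DNA was not tested as an explanation either.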
